A study of Mus musculus with 4 samples. Its data were reported in "An integrative view of the regulatory and transcriptional landscapes in mouse hematopoiesis" (2020).

How the data were processed

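Total RNA was measured in 4 libraries from the peripheral blood of adult C57BL6 mice, 2 of monocytes and 2 of neutrophils, and the groups were taken from the labels' descriptions. Per the labels, RNA was extracted with TRIzol, treated with DNase, depleted of ribosomal RNA and turned into stranded libraries with tagged random hexamers and PCR. Such libraries keep noncoding and unspliced RNA, and they carry no molecular identifiers, so reads of 1 amplified fragment cannot be told from reads of several. The replicate numbers follow deposit order only, so no monocyte library is paired with a neutrophil library.

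The authors aligned the reads to the mouse genome (mm10) with STAR and estimated gene levels per library with RSEM, after bcl2fastq made the read files. The deposited files give for each gene RSEM expected counts, which are estimated read numbers with reads that match several genes shared among them. They also give TPM, a transcript level corrected for length, which the authors' RSEM run scaled to the same sum over all entries of each library. The posterior mean counts in the deposited files, a second set of expected counts, entered only the coefficient of variation of the read assignment. The posterior standard deviation of the count and the effective length were used to check read assignment and gene length. The strand setting of the counting is not given in the sources used here. TPM here depends on short structural RNAs, which hold most of each library's total, so expected counts and not TPM were used for the main tests.

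Each file held 69690 entries, of which 43346 carry a gene identifier, 96 are spike-in controls and 26248 have a numeric identifier. Names, gene types and coordinates were taken from the GENCODE M21 annotation on mm10 by gene identifier without its version, and 42462 identifiers (98.0%) matched. The study's own annotation release was not used here. Genes were kept for testing by edgeR's filterByExpr with the group, which left 14309. Expected counts were rounded and scaled by TMM, with factors between 0.9936 and 1.006. The edgeR quasi-likelihood F test compared monocytes with neutrophils, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Log2 fold changes are monocyte over neutrophil, and their standard error was taken from the fold change and its F value. With 0 counts in a group, the fold was computed against a floor of 3 counts over the group and is a lower bound. With 1 to 3 counts a 95% counting interval of the ratio is given.

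Total expected counts ran from 20549572 to 26076261 per library, and 14941 to 17993 genes had a count in a library. The posterior coefficient of variation of the read assignment was over 10% for 720 of 14309 tested genes (5.03%). Lists of 668 genes were fixed before the data were examined, in 33 groups: markers of blood cell types, and genes of granules, the oxidative burst, antigen presentation, lysosomes, innate receptors, cytokines, interferon response, transcription factors, metabolism, translation, cell cycle, apoptosis and noncoding RNA. In all, 23 genes stood in more than 1 list. The 32 lists with at least 5 tested genes were tested with camera on log2 CPM (prior count 2), with a preset correlation of 0.01 between genes and with an estimated correlation, and with fry, which does not compare a list with other genes. P-values were adjusted over the lists, and each list's members were also counted with p adjusted over the list alone.

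The genes named in the text followed a rule, also set before the data were examined. It took for each direction the 12 called genes with the largest fold change, a TPM of at least 20 in both libraries of the higher group and no overlap between groups, leaving out predicted gene models. To these it added the 5 genes with the highest mean TPM in each cell type apart from mitochondrially encoded ones, in each list the 2 with the highest TPM and the 2 called with the largest fold change at a TPM of at least 5 in both libraries of the higher group, and the genes of the sort markers. Genes named outside this rule are described as chosen after their values were seen.

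Expressed genes were counted at a TPM of at least 1, and compared by an exact permutation test. Spearman's rho of TPM was taken over genes for each pair of libraries. Replicate noise was measured by a chi-square test between the libraries of a group (genes with at least 10 counts in sum), by edgeR's biological coefficient of variation and by the ratio of variance to mean. The tests, lists, alternatives and naming rule were chosen before the data were examined, except where the text says otherwise. Alternatives were DESeq2 size factors, upper-quartile factors, library size alone, no filter and a filter of 10 CPM in 2 libraries, the DESeq2 test, limma on log2(TPM + 1) and log2(TPM + 0.1), an effective length offset, leaving out mitochondrially encoded and the 10 most abundant genes, a test against a 2-fold change and leaving out each library. TPM was also counted at at least 5 and 10 and after rescaling, and correlated after quantile normalisation, over genes at a TPM of at least 1 in any library and by Pearson's r. Fits to protein-coding genes alone and TPM rescaled over them were added after the data had been seen.

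The code was tested on simulated data with the same library sizes, in 5 simulations with 200 changed genes each among 14309 genes. For this comparison edgeR recovered 7.2% of genes changed 1.5-fold, 34.4% at 2-fold, 65.2% at 4-fold and 70.0% at 8-fold, with 7.8 false calls per simulation. Camera called 10 of 10 lists shifted 2-fold and 1 of 147 not shifted. These rates describe the simulated lists and need not hold for the real ones. Some real lists had estimated correlations above the preset 0.01, such as 0.304 for class II genes and 0.322 for B cell markers, while others lay below it. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.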

Results

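Total RNA was sequenced from the monocytes (MON) and the neutrophils (NEU) of adult C57BL6 mouse blood, with 2 libraries of each cell type. Monocytes and neutrophils are the main phagocytes of blood: monocytes can mature into macrophages, and neutrophils are short-lived cells that carry antimicrobial granules. Both came from blood separated on a density gradient. The labels describe the monocytes as cells sorted for the surface proteins Gr-1 and Mac-1 from the mononuclear layer, and the neutrophils as cells taken from the pellet after the red cells were lysed, with no sort named. A table in the study's supplement gives another gate for the monocytes, negative for Ly6g and positive for CD11b (Mac-1), and gives the neutrophils as unsorted. The expected counts summed to 26076261 and 25538433 in monocyte replicates 1 and 2, and to 21634828 and 20549572 in neutrophil replicates 1 and 2. The comparison asks which genes set the RNA of these blood cell types apart, as part of a survey of gene expression across blood cell lineages. Fold changes are log2 of monocyte over neutrophil, so a negative value means higher in neutrophils. Errors on them are standard errors, and levels are means ± SD of counts scaled by library size (CPM) with n = 2 libraries. The labels do not say that the libraries of a type came from separate animals. The study's supplement describes its replicates as coming from different groups of mice, or as sorter aliquots of the same group that were handled separately. P-values therefore measure only the spread between these samples. Intervals and floors cover counting error only.

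Monocytes and neutrophils each had a large set of genes at the higher level. Among abundant genes, the monocyte side held Klra4 at 8.0 ± 0.42, a receptor of natural killer (NK) cells, Ear2 at 7.74 ± 0.28, a ribonuclease of the eosinophil type, and Fabp4 at 7.61 ± 0.17, a fatty acid carrier. Klra4 stood at 9.49 without neutrophil replicate 1 and 7.29 without neutrophil replicate 2. The neutrophil side held Il1f9, a cytokine of the interleukin 1 family, which had 0 counts in both monocyte libraries and was at least 3190-fold higher in neutrophils. Stfa2l1, a cysteine protease inhibitor, also had 0 counts there and was at least 433-fold higher, and Chil1, a chitinase-like secreted protein, stood at -9.21 ± 0.53. Chil1 had 9 and 0 counts in monocytes, and its value was -8.27 without monocyte replicate 2 and, fitted against 0 counts, -14.24 without monocyte replicate 1. Of 14309 genes tested with edgeR, 2974 were higher in monocytes, 3118 were higher in neutrophils and 8217 were not called at an adjusted p threshold of 0.05. The counts of called genes fell on both sides when either neutrophil library was left out, and rose on both when either monocyte library was. Such fits assume that the lone library varies like the other pair. The monocyte pair varied more, with a biological coefficient of variation of 45.6% against 14.7%. A call that ends without a neutrophil library therefore need not mean a smaller fold change. The count of all called genes higher in neutrophils was 1801 with limma on log2(TPM + 1), which tested 9277 genes. That limma fit called 2232 genes higher in monocytes, so its larger side was the monocytes, unlike the edgeR fit. By at least 2-fold with edgeR, 1751 genes were higher in monocytes and 2010 in neutrophils. A test against a 2-fold change left 934 genes higher in monocytes and 1055 higher in neutrophils, and ended the call of 32 of the named genes, most of them under 2-fold.

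The 12 genes that the naming rule took for monocytes included genes known from NK cells. Besides Klra4, these were the receptors Klra8 at 6.72 ± 0.23, Klra9 at 7.0 ± 0.25, Klre1 at 7.06 ± 0.14 and Ncr1 at 6.23 ± 0.37, and the killing proteases Gzma at 6.94 ± 0.12 and Gzmb at 7.23 ± 0.34. Gzma (identifier ENSMUSG00000023132.7, chromosome 13, 113093825 to 113100981, mm10) stood at 1349 ± 107 CPM in monocytes and 10.9 ± 0.39 CPM in neutrophils, with an edgeR adjusted p = 2.17e-05. Adgre4, a macrophage surface receptor (identifier ENSMUSG00000032915.6, chromosome 17, 55749984 to 55853662, mm10), was higher by 6.34 ± 0.16, at 1132 ± 21.4 CPM in monocytes, with the same adjusted p = 2.17e-05. Ace, the enzyme that makes angiotensin II, was higher by 6.05 ± 0.20, and Hfe, a regulator of iron uptake, by 6.38 ± 0.16. The 12 genes for neutrophils held S100a9 at -8.60 ± 0.17 and S100a8 at -7.85 ± 0.54, the subunits of calprotectin, a metal-binding antimicrobial protein. S100a9 (identifier ENSMUSG00000056071.8, chromosome 3, 90692632 to 90695721, mm10) stood at 1968 ± 295 CPM in neutrophils and 5.06 ± 0.34 CPM in monocytes. Cxcr2, the chemokine receptor that draws neutrophils out of the marrow (identifier ENSMUSG00000026180.8, chromosome 1, 74153989 to 74161246, mm10), stood at 1260 ± 17.7 CPM against 11.1 ± 2.42 CPM, with an edgeR adjusted p = 2.44e-05. The others were Lcn2 at -8.05 ± 0.65, which binds bacterial siderophores, Mmp8 at -7.16 ± 0.13, the neutrophil collagenase, Slfn4 at -7.95 ± 0.20, Cd101 at -7.71 ± 0.28, the adhesion molecule Jaml at -5.62 ± 0.27 and the iron exporter Slc40a1 at -5.99 ± 0.34. Single libraries moved some of these values: Gzmb was 8.09 without neutrophil replicate 2, Ncr1 7.03 without neutrophil replicate 1, and without monocyte replicate 1 S100a8 was -8.99, Cd101 -8.36 and Slc40a1 -6.66. Without monocyte replicate 2 S100a8 was -7.24 and Lcn2 -7.09, and Lcn2, with 14 and 0 monocyte counts, had a fitted value of -13.69 without replicate 1.

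**Figure D1:**
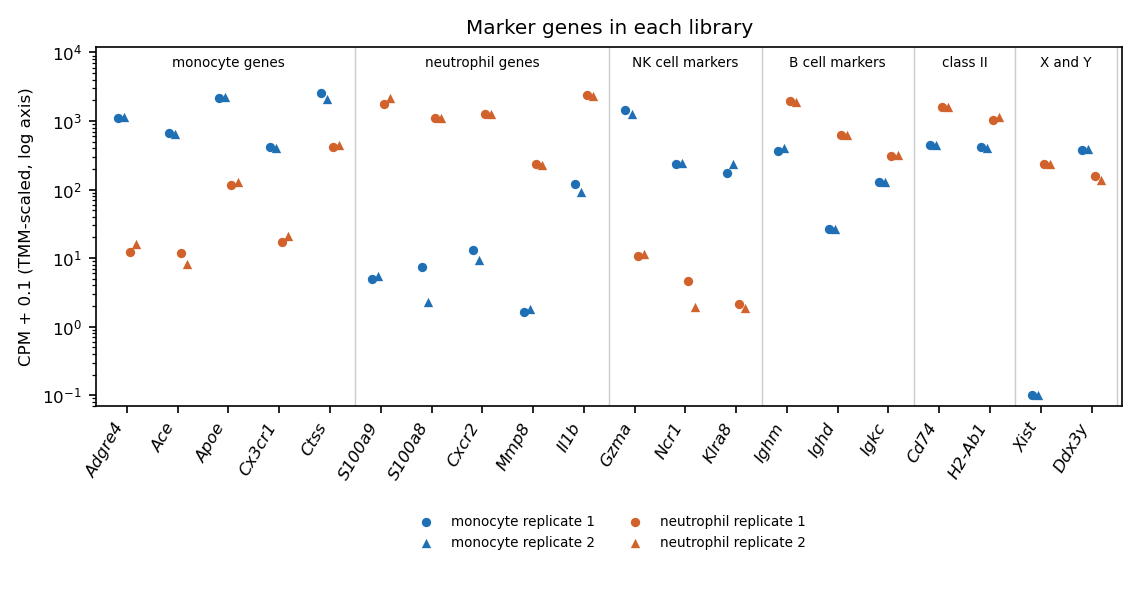
CPM of 20 genes, chosen after their values were seen, in each of the 4 libraries on a log axis after adding 0.1; circles are replicate 1, triangles replicate 2, blue monocytes and orange neutrophils. Monocyte and NK cell genes sit higher in both monocyte libraries, neutrophil, B cell and class II genes sit higher in both neutrophil libraries, and Xist has 0 counts in the monocyte libraries.

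Most marker genes of nonclassical, patrolling monocytes and of classical monocytes were higher in the monocyte libraries. Of 14 nonclassical markers, 13 were higher in monocytes and Pou2f2 was not called, with a median of 4.39. They included Apoe, a lipid carrier, at 2205 ± 15.5 CPM against 123 ± 10.1 CPM, Spn, a cell surface sialoprotein, at 4.42 ± 0.08, and Cd300e, an activating receptor, at 7.25 ± 0.24. Of 20 classical markers, 13 were higher in monocytes, 3 were higher in neutrophils and 4 were not called, with a median of 1.27. Ctss, a lysosomal protease, was higher by 2.43 ± 0.11, Plac8 by 2.52 ± 0.12, Ms4a6c by 3.92 ± 0.16, and Cx3cr1, the fractalkine receptor, by 4.43 ± 0.13. The 3 on the neutrophil side were Vcan at -3.50 and Fn1 at -1.68, both of the extracellular matrix, and F13a1 at -1.43, a clotting factor subunit. Here and for the other lists, genes outside the naming rule are mostly given where a count is 5 or fewer, and were chosen after their values were seen. In camera the adjusted p was 6.37e-09 for the nonclassical list and 0.000608 for the classical list. Both had adjusted p = 0.262 with an estimated correlation. NK cell markers were higher in the same libraries, with a median of 5.96. Adjusted over the list alone, the counts of members higher in monocytes were again 13 and 13.

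Of the proteins named as sort markers, Itgb2, the integrin chain that pairs with Mac-1's alpha chain, was higher in monocytes by 1.29 ± 0.08, and Itgam, the Mac-1 alpha chain, by 0.57 ± 0.08. The Itgam call ended with limma on log2(TPM + 1), where the log2 fold change of Itgam was 0.36, with limma on log2(TPM + 0.1), also 0.36, with an effective length offset, 0.31, and in the test against a 2-fold change. Ly6g, the Gr-1 antigen of neutrophils, had 0 counts in both monocyte libraries and 145 and 118 counts in the neutrophil libraries, at least 107-fold higher in neutrophils. Ly6c2, the Ly6C antigen of classical monocytes, stood at 23.6 ± 3.74 CPM in monocytes and 18.4 ± 2.07 CPM in neutrophils and was not called, with an edgeR adjusted p = 0.194. Without monocyte replicate 1 the log2 fold change of Ly6c2 was 0.49 and passed the threshold. Ly6c1 had 0 and 0 counts in monocytes and 10 and 5 counts in neutrophils, too few to test.

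Lysosomal genes and several transcription factors of myeloid cells were higher in monocytes. Of 23 lysosomal genes, 16 were higher in monocytes, and the proteases Ctse at -0.79 and Ctsd at -0.33 were higher in neutrophils. Those calls ended without neutrophil replicate 2, at -0.60 and -0.29, and that of Ctsd also without replicate 1, at -0.41. Adjusted over the list alone, 17 were higher in monocytes and 2 in neutrophils. Ctsb, a cysteine protease, was higher by 3.61 ± 0.09 and Psap, a precursor of sphingolipid activators, by 1.31 ± 0.07. The list's median was 1.0, with a camera adjusted p = 4.63e-05, and adjusted p = 0.295 with an estimated correlation. Of 29 myeloid transcription factors, 16 were higher in monocytes and 5 in neutrophils, or 18 and 5 adjusted over the list alone. Bhlhe40 at 4.89 ± 0.17, Klf4 at 3.67 ± 0.14, a factor of monocyte differentiation, and Nr4a1 at 2.78 ± 0.08, which nonclassical monocytes require, were among the first group. Bach2 at -3.47, Cebpd at -3.06, Mxd1 at -3.00, Klf2 at -1.04 and Irf4 at -0.96 made up the second. The median was 0.97 and the camera adjusted p = 0.00364, with adjusted p = 0.428 with an estimated correlation. With log2(TPM + 1) values the camera adjusted p was 0.0525, in a range of 0.00228 to 0.428 over the alternatives. The NK cell markers were higher in the same libraries.

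Fc receptors and complement genes went both ways. Of 15 tested, 7 were higher in monocytes and 5 in neutrophils, or 8 and 5 adjusted over the list alone, and camera gave an adjusted p = 0.193. Fcer1g, the signalling chain of Fc receptors, was higher in monocytes by 1.39 ± 0.12. The neutrophil side held the receptors for complement fragment C5a, C5ar2 at -3.12 ± 0.13 and C5ar1 at -2.96, with Cfp at -1.54, C3 at -0.56 and the antibody receptor Fcgr3 at -0.46 ± 0.08. The Fcgr3 call ended with limma on log2(TPM + 1) and in the test against a 2-fold change. C1qb had 0 counts in every library and was not tested.

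Mature neutrophil markers and the genes of the later granules were much higher in neutrophils. Of 22 mature neutrophil markers, 17 were higher in neutrophils, with a median of -4.65 that did not move when 4 genes with 0 monocyte counts were set at their bounds. Clec4d, a receptor for mycobacterial glycolipid, stood at -5.44 ± 0.31, or -6.03 without monocyte replicate 2. Wfdc21, chosen after its values were seen, was 373-fold higher in neutrophils, with a counting interval of 128 to 1810, and its 3 monocyte counts all came from replicate 1. Ifitm6 at 2.42, Trem3 at 0.49 and Retnlg at 0.31 were higher in monocytes. Of 15 specific and gelatinase granule genes, 13 were higher in neutrophils, with Hp, the haemoglobin-binding protein, at -2.27 ± 0.24 and Anxa1 at -0.82 ± 0.09, while Ceacam1 at 1.88 and Chil3 at 0.67 were higher in monocytes. Without neutrophil replicate 1 the values of Trem3, Retnlg and Chil3 were 0.50, 0.21 and 0.50. Without replicate 2 they were 0.43, 0.38 and 0.81. The calls ended in both fits, where the spread comes from the more variable monocyte pair. Trem3 did not shrink without replicate 1, nor did Retnlg and Chil3 without replicate 2. On the neutrophil side the granule genes called fell from 13 to 10 without neutrophil replicate 1 and to 12 without replicate 2, and the mature markers from 17 to 16 without replicate 1. The granule list's median was -4.93, or -4.14 with 3 genes at their bounds. In camera the adjusted p was 1.19e-05 for the neutrophil markers and 0.000182 for the granule genes. Both had adjusted p = 0.262 with an estimated correlation. Adjusted over the list alone, 17 and 13 were higher in neutrophils. B cell markers were higher in the same libraries, with a median of -3.18.

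Most genes of the first granules to form were low in both cell types. Of 11 azurophil granule genes, 4 reached a TPM of 1 in both monocyte libraries and 3 in both neutrophil libraries, 5 could be tested, and camera gave an adjusted p = 0.614. Mpo, the peroxidase of these granules, had 2 and 4 counts in neutrophils and 0 and 0 in monocytes, and Elane, neutrophil elastase, had 0 counts in all 4 libraries. Lyz2, which encodes lysozyme, was higher in monocytes by 2.51 ± 0.08, at 6935 ± 209 CPM against 1214 ± 59.0 CPM, as was Gstm1, a glutathione transferase, by 3.12 ± 0.26, and Serpinb1a at -1.98 was higher in neutrophils. Adjusted over the list alone, the counts were again 2 and 1. Prss57 at -2.60 and Srgn at 0.29 were not called, and both moved with the monocyte library left out. Without monocyte replicates 1 and 2 in turn, Prss57 was -1.64 and -7.09 and Srgn 0.45 and 0.08. Of 6 genes of the NADPH oxidase, the enzyme of the oxidative burst, Cybb at 3.28 ± 0.08 and Cyba at 0.54 were higher in monocytes, and Rac2 at -1.24 ± 0.09 and Ncf1 at -1.02 were higher in neutrophils, the same 2 and 2 adjusted over the list alone. The Cyba call ended without either neutrophil library, at 0.49 and 0.56. The list's median was -0.06 while its mean was 0.24 and camera's direction was toward monocytes, with an adjusted p = 0.977.

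Genes of the type I interferon response were mostly higher in neutrophils. Of 26 tested, 19 were higher in neutrophils, or 20 adjusted over the list alone, and Bst2 at 1.65, Mx1 at 1.58 and Ifih1 at 0.75 were higher in monocytes. Without neutrophil replicate 1 the counts were 18 in neutrophils and 1 in monocytes, since the calls of Bst2, at 1.21, and Ifih1, at 0.68, ended with others, and without neutrophil replicate 2 they were 17 and 3. Oasl2 at -4.52 ± 0.15 and Oas3 at -3.05 ± 0.17, sensors of double-stranded RNA or their relatives, and Trim30a at -1.82 ± 0.12 were among the larger group. The median was -1.24, the camera adjusted p = 0.000162, and adjusted p = 0.287 with an estimated correlation. B cell markers were higher in the same libraries.

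Receptors of innate sensing and migration divided between the cell types, and neither list passed camera. Of 22 pattern recognition receptors, 12 were higher in neutrophils, such as Clec7a, the receptor for fungal beta-glucan, at -1.64 ± 0.08. On the monocyte side stood Ticam2 at 3.60 (4.22 without neutrophil replicate 2), Tlr7 at 2.67 ± 0.10, a sensor of single-stranded RNA, Tlr8 at 1.58, Nod1 at 1.04 and Tlr13 at 0.97, which made 5, or 6 adjusted over the list alone (camera adjusted p = 0.338). Of 20 chemotaxis and adhesion genes, 11 were higher in neutrophils and 8 in monocytes, or 11 and 9 adjusted over the list alone (camera adjusted p = 0.854). Cxcr4, which holds neutrophils in the marrow, stood at -0.66 ± 0.10.

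Cytokine genes also divided between the cell types. Il1b, a main inflammatory cytokine, stood at 2376 ± 72.6 CPM in neutrophils and 107 ± 20.1 CPM in monocytes. With Il1rn at -4.80, Il12a at -4.31, Tnfsf14 at -2.71 and Il15 at -1.66 it made up the 5 of 23 tested that were higher in neutrophils. Il12a had 30 monocyte counts in replicate 1 and 1 in replicate 2, and stood at -8.08 without the first and -3.39 without the second. The 9 higher in monocytes, or 11 adjusted over the list alone, included Ccl5, a chemokine that NK cells also make, at 5.92 ± 0.13, and Il6 at 7.50 ± 0.35. Camera gave an adjusted p = 0.0764. NK cell markers were higher in the same libraries as Ccl5 and Il6. So were 8 of 9 basophil and mast cell markers, with a list median of 4.51. Which cells were the source of Ccl5 and Il6 was not tested.

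Of 24 apoptosis regulators, 11 were higher in monocytes, or 12 adjusted over the list alone, including the survival genes Bcl2a1d at 5.04 ± 0.25 and Bcl2a1a at 4.84 ± 0.33, or 5.46 without neutrophil replicate 1. Mcl1, on which neutrophil survival depends, stood at -0.50 ± 0.08, a call that ended with limma on log2(TPM + 1) and in the test against a 2-fold change. Bad at -1.95, Fas at -1.13 and Bid at -1.05 were also higher in neutrophils, and camera gave an adjusted p = 0.0726. The Bad call ended without either neutrophil library, at -1.88 and -2.06. Of 26 immediate early and stress genes, 10 were higher in monocytes and 8 in neutrophils, or 11 and 9 adjusted over the list alone. Fos at -2.50 ± 0.23 and Junb at -0.93 ± 0.11, parts of the AP-1 factor, and Dusp1 at -2.54 ± 0.14, a phosphatase, were on the neutrophil side. The median was -0.04 and the mean 0.32, with camera's direction toward monocytes and an adjusted p = 0.673.

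Class II antigen presentation genes were higher in neutrophils, and class I genes did not pass camera. All 10 class II genes were higher in neutrophils, also when adjusted over the list alone. Cd74, the class II invariant chain (identifier ENSMUSG00000024610.10, chromosome 18, 60803848 to 60812652, mm10), stood at 1599 ± 22.7 CPM against 443 ± 3.55 CPM, H2-Ab1 at -1.39 ± 0.08, the peptide-loading regulator H2-Ob at -3.35 ± 0.12 and the class II activator Ciita at -3.44 ± 0.32, or -4.04 without monocyte replicate 1. The median was -1.78, the camera adjusted p = 1.98e-05, and adjusted p = 0.299 with an estimated correlation. The 17 B cell markers were higher in the same libraries. Of 12 class I genes, 6 were higher in monocytes and the peptide transporter Tap1 at -0.61 was higher in neutrophils, also adjusted over the list alone, and camera gave an adjusted p = 0.0578, or 0.416 with an estimated correlation. NK cell markers were higher in the same libraries as those 6. B2m, the common light chain, was higher in monocytes by 1.08 ± 0.13, H2-K1 by 1.13 ± 0.09, H2-D1 by 0.88 ± 0.10 and the immunoproteasome subunit Psmb10 by 1.15 ± 0.15.

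Markers of lymphocytes also separated the libraries. Of 14 NK cell markers, 13 were higher in monocytes and Gzmm was not called. Gzmm was 3.12 and called without monocyte replicate 1, and -2.425 without monocyte replicate 2. The NK list had a median of 5.96, a camera adjusted p = 6.37e-09, and adjusted p = 0.262 with an estimated correlation. All 17 B cell markers were higher in neutrophils, with a median of -3.18, a camera adjusted p = 1.14e-08, and adjusted p = 0.297 with an estimated correlation. Ighm, the IgM heavy chain, stood at 1948 ± 47.2 CPM in neutrophils and 385 ± 23.8 CPM in monocytes, Ighd, the IgD heavy chain, at -4.57 ± 0.09, Vpreb3 at -4.45 ± 0.66 (-5.88 and -3.77 without monocyte replicates 1 and 2) and Igkc, the kappa light chain, at -1.28 ± 0.08. Of 18 T cell markers, 11 were higher in neutrophils, among them Cd3g, a chain of the T cell receptor complex, at -2.05 ± 0.22. The kinase Lck at 1.61 ± 0.12, Trbc1 at 1.51 ± 0.20, Cd28 at 1.01 and Skap1 at 0.76 were higher in monocytes. Calls ended without neutrophil replicate 1 for Cd28, at 0.87, and without either neutrophil library for Skap1, at 0.78 and 0.69. The T cell list had a median of -2.28 and a camera adjusted p = 0.044, with adjusted p = 0.428 with an estimated correlation. Without neutrophil replicate 2 that value was 0.0513, and with log2(TPM + 1) 0.164, in a range of 0.0127 to 0.428 over the camera settings, while fry, which compares a list with no other genes, gave 0.00814. Adjusted over the list alone, the counts for all these lists were as given.

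Markers of basophils, mast cells and eosinophils were on the monocyte side. Of 9 basophil and mast cell markers, 8 were higher in monocytes, with a median of 4.51, a camera adjusted p = 0.000354, and adjusted p = 0.262 with an estimated correlation. Cma1, the mast cell protease chymase, was higher by 7.11 ± 0.47 and Ms4a2, the beta chain of the IgE receptor, by 4.32 ± 0.47. Without neutrophil replicates 1 and 2 in turn, Cma1 was 8.67 and 6.38 and Ms4a2 3.70 and 5.31. Mcpt8, a basophil protease chosen after its values were seen, had 90 and 255 counts in monocytes and 0 in neutrophils and was at least 93.9-fold higher in monocytes. Of 6 eosinophil markers, Ear2, Ccr3 at 3.74 ± 0.11, the eotaxin receptor, and Alox15 at 3.34 were higher in monocytes, with a camera adjusted p = 0.0466, and adjusted p = 0.511 with an estimated correlation. Epx, the eosinophil peroxidase, had 0 counts in monocytes and 1 and 0 in neutrophils. The eosinophil call ended without monocyte replicate 1, at 0.0988, without monocyte replicate 2, at 0.0583, with log2(TPM + 1), at 0.0814, and with protein-coding genes only, at 0.0633, in a range of 0.0134 to 0.511 over the camera settings, while fry gave 0.00814. Adjusted over the list alone, 8 and 3 were higher in monocytes.

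Platelet markers were on the neutrophil side and erythroid markers on neither. Of 17 platelet markers, 9 were higher in neutrophils, such as Ppbp, a platelet chemokine, at -1.96 ± 0.19, and Tubb1, the platelet tubulin, at -1.61 ± 0.31, while P2rx1 at 2.84 was higher in monocytes, also adjusted over the list alone. The 9 became 13 without either monocyte library and 5 without either neutrophil library. The median was -1.96, also with 2 genes at their bounds, with a camera adjusted p = 0.00473, and adjusted p = 0.285 with an estimated correlation. With log2(TPM + 1) that value was 0.094, in a range of 0.000897 to 0.285. Among 13 erythroid markers, Hbb-bt, a haemoglobin chain, at -1.12 ± 0.20, Alas2, the enzyme that starts haem synthesis, at -0.68 ± 0.08, Hba-a1 at -0.63 and Hba-a2 at -0.39 ± 0.09 were higher in neutrophils, and Bpgm at 0.37 was among those higher in monocytes (camera adjusted p = 0.854). The Bpgm call ended without monocyte replicate 1, at 0.23, and without neutrophil replicates 1 and 2, at 0.35 and 0.34. Hba-a2 still took 4043 ± 338 CPM in monocytes and 5284 ± 311 CPM in neutrophils. Of 11 dendritic cell markers, Ly6d at -2.89 ± 0.15, Ccr9 at -2.98, Itgae at -1.98 and Tcf4 at -0.64 ± 0.11 were higher in neutrophils, and Clec10a at 2.98, Zbtb46 at 2.57 and Cd209a at 1.56 in monocytes (camera adjusted p = 0.818). Without neutrophil replicate 1 the log2 fold change of Tcf4 was -0.56 and was not called, as were Ccr9 at -2.80 and Zbtb46 at 2.79. Zbtb46 was not called without neutrophil replicate 2 either, at 2.34, and Ccr9 was -4.28 and -2.33 without monocyte replicates 1 and 2. The erythroid and dendritic counts were the same adjusted over the list alone.

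**Figure D2:**
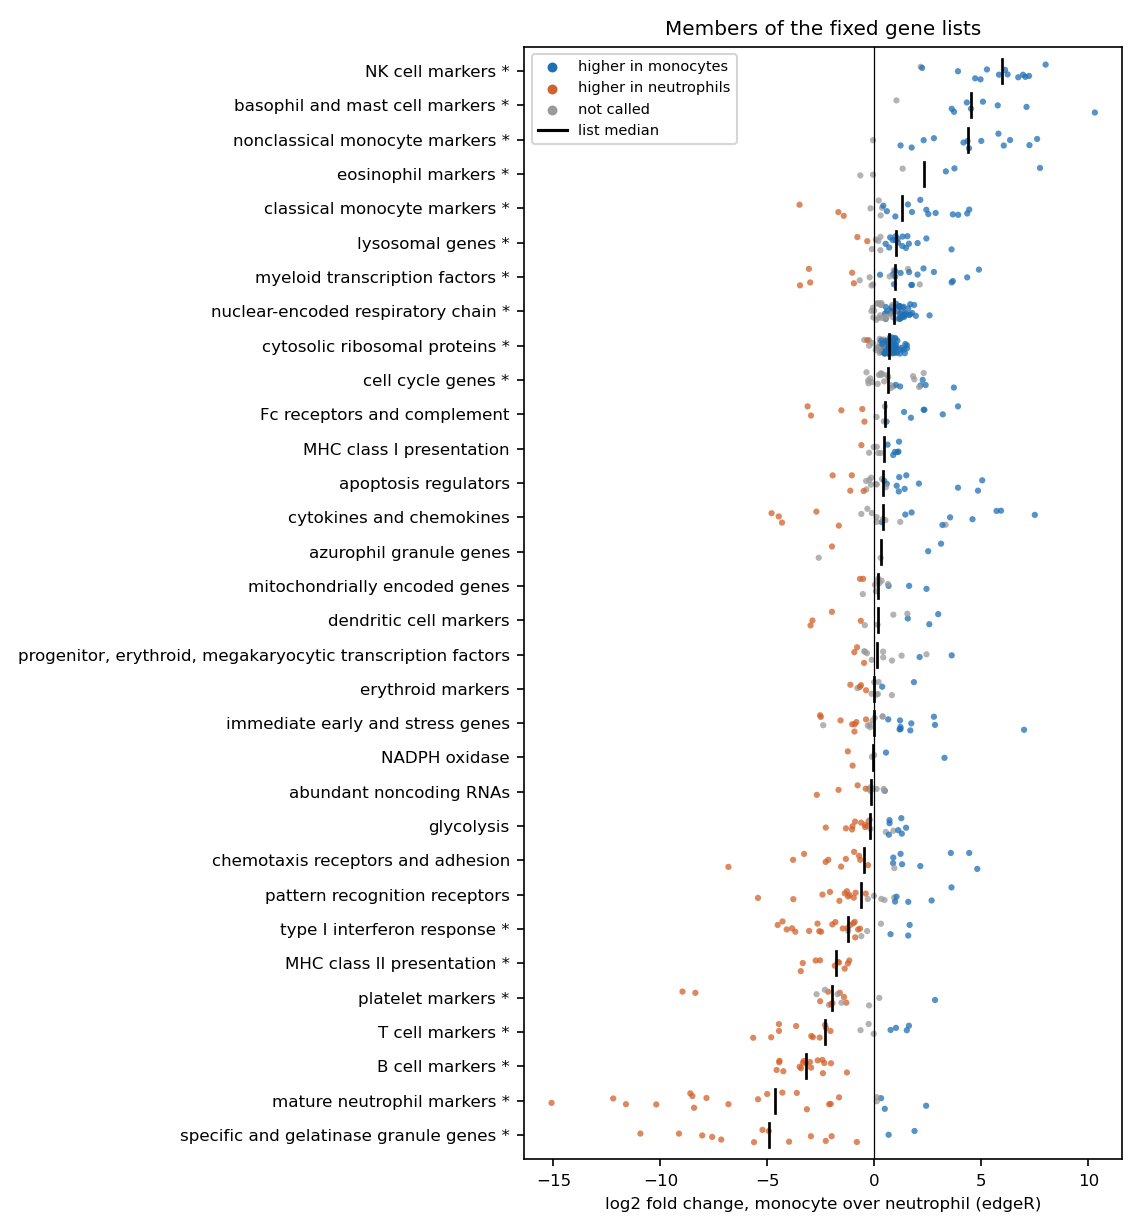
Log2 fold change (monocyte over neutrophil, edgeR) of each tested member of the 32 gene lists, coloured by whether the gene was higher in monocytes, higher in neutrophils or not called; black bars are list medians, and a star marks a camera adjusted p under 0.05. Genes with 0 counts in a cell type are drawn at their fitted value, and the medians run from 5.96 for NK cell markers to -4.93 for specific and gelatinase granule genes.

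Nuclear genes of the respiratory chain and the cytosolic ribosomal proteins were higher in monocytes, each by a modest amount. Of 60 respiratory chain genes, 38 were higher in monocytes, or 40 adjusted over the list alone, and the other 22 were not called. Uqcrb was higher by 2.58 ± 0.15 and Uqcrh by 1.18 ± 0.12, both of complex III, and Cox7a2 by 1.94 ± 0.23 and Cox6c by 1.68 ± 0.11, both of complex IV. The median was 0.90, the camera adjusted p = 6.37e-09, and adjusted p = 0.262 with an estimated correlation. Of 79 ribosomal protein genes, 63 were higher in monocytes and Rps15 at -0.33 was higher in neutrophils (not called without neutrophil replicate 1, at -0.40, or 2, at -0.30), or 66 and 2 adjusted over the list alone. Without monocyte replicate 2, 4 were higher in neutrophils. Rps23 at 1.52 ± 0.11 and Rps24 at 0.82 ± 0.09 were among the 63. The median was 0.70, the camera adjusted p = 5.63e-10, and adjusted p = 0.295 with an estimated correlation. Short genes as a class were higher in monocytes, with a median of 0.55 for 508 protein-coding genes under 600 bases and -0.30 for 1101 genes of 5000 bases or more. Random lists matched on length and expression, a comparison chosen after the data were seen, had a typical median of 0.51 for the respiratory chain and 0.67 for the ribosomal proteins. NK cell markers, with 13 of 14 higher and a median of 5.96, were higher in the same libraries.

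Glycolysis genes, the genes encoded by the mitochondrion and progenitor transcription factors had members on both sides and did not pass camera. Of 21 glycolysis genes, 10 were higher in neutrophils, such as the glucose transporter Slc2a3 at -2.27 ± 0.08, and 7 in monocytes, such as Pfkp, a phosphofructokinase, at 1.48 ± 0.08, also adjusted over the list alone (camera adjusted p = 0.854). Without neutrophil replicate 1 these counts fell to 6 in neutrophils and 5 in monocytes. Of 13 mitochondrially encoded genes, mt-Nd4l at 2.44 ± 0.66, mt-Nd3 at 1.62 ± 0.32 and mt-Co2 at 0.67 were higher in monocytes, and mt-Nd5 at -0.67 and mt-Co1 at -0.53 ± 0.14 in neutrophils, also adjusted over the list alone (camera adjusted p = 0.575). The mt-Co1 call ended with limma on log2(TPM + 1). The posterior coefficient of variation of the read assignment reached 74.4% for mt-Nd4l, 19.4% for mt-Nd3 and 23.6% for mt-Co2, and mt-Nd4l, with 173 and 635 monocyte counts, was 3.08 and 1.16 without monocyte replicates 1 and 2. Without monocyte replicate 1, 9 mitochondrially encoded genes were called higher in monocytes and 2 in neutrophils, and without monocyte replicate 2 the counts were 3 and 5, with mt-Cytb at -0.35 and mt-Co3 at -0.29 called the other way than without replicate 1. Of 14 progenitor, erythroid and megakaryocytic transcription factors, Gata2 at 3.61 (4.21 without neutrophil replicate 1), which is also a basophil and mast cell marker, and Meis1 at 2.11 were higher in monocytes, and Fli1 at -0.94 ± 0.08, Lmo2 at -0.81 ± 0.12 and Nfe2 at -0.48 ± 0.10 in neutrophils, also adjusted over the list alone (camera adjusted p = 0.854). Without neutrophil replicate 1 the log2 fold change of Nfe2 was -0.54 and without neutrophil replicate 2 it was -0.46, and neither was called. Without monocyte replicates 1 and 2 in turn, 5 and 4 of the progenitor factors were higher in monocytes.

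Of 27 cell cycle genes, 6 were higher in monocytes, or 4 adjusted over the list alone, and the other 21 were not called. Pcna, the DNA polymerase clamp, was higher by 1.2 ± 0.10 and Mcm6, of the replication helicase, by 1.0 ± 0.13. Ccna2 at 3.72, Kif11 at 2.40, Rrm2 at 2.26 and Top2a at 2.16 were the others, while Mki67 at 0.60, the usual marker of cycling cells, was not called, except at 0.75 without monocyte replicate 1. Leaving out neutrophil replicate 1 or 2 ended the calls of Ccna2, at 3.41 and 4.05, Kif11, at 2.49 and 2.27, and Rrm2, at 1.67 and 3.19, which left 3 called, while 9 and 10 were called higher in monocytes without monocyte replicates 1 and 2, and Mcm7, at -0.51, higher in neutrophils without replicate 1. The median was 0.65, the camera adjusted p = 0.00671, and adjusted p = 0.285 with an estimated correlation. Without monocyte replicate 2 the value was 0.0583, and with log2(TPM + 1) 0.257, in a range of 0.00295 to 0.285. NK cell markers were higher in the same libraries.

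Noncoding RNAs held most of the TPM but not most of the counts, and several differed between the cell types. Of 12 abundant noncoding RNAs, Gm26917 at -2.69 ± 0.13, Rn7s2, a copy of the signal recognition particle RNA, at -1.68 ± 0.15, Neat1 at -0.78 and Malat1 at -0.41 were higher in neutrophils, and Rn7sk at 0.49, the RNA that restrains transcription elongation, in monocytes, also adjusted over the list alone (camera adjusted p = 0.436). Without either monocyte library 6 were higher in neutrophils and 2 in monocytes. Gm23971, an annotated small nuclear RNA, had the highest TPM of any gene in both cell types and was not called at -0.17 ± 0.21. Without neutrophil replicate 1 the log2 fold change of Gm23971 was -0.47 and passed the threshold, while without neutrophil replicate 2 it was 0.15. Gm25679 at -2.50 ± 0.08, Gm22317 at -2.31 ± 0.09 and Gm22513 at -0.89 ± 0.06, among the 5 highest in neutrophils, were higher there. The posterior coefficient of variation of the read assignment was 19.1% for Gm25679 and 21% for Gm22317, which had the same count of 28395 in monocyte replicate 1, and their errors do not include that uncertainty. The Gm22513 call ended with limma on log2(TPM + 1), and the Rn7s2 call with limma on log2(TPM + 0.1).

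Small nuclear RNA genes held 60.9 ± 0.615% of TPM in monocytes and 69.7 ± 2.02% in neutrophils, and protein-coding genes 9.82 ± 0.683% and 8.26 ± 0.303%. By counts, protein-coding genes held 76.1 ± 0.389% in monocytes and 72.1 ± 0.827% in neutrophils. Ribosomal protein genes took 2.96 ± 0.0226% of counts in monocytes and 1.86 ± 0.0813% in neutrophils, a gap larger than the SD of either pair. Mitochondrially encoded genes took 1.3 ± 0.199% and 1.25 ± 0.0622%, a difference within the SD of the monocyte pair. The 10 most abundant genes of each library took 17.0 ± 0.0212% of counts in monocytes and 19.3 ± 0.347% in neutrophils.

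Monocytes and neutrophils had similar numbers of protein-coding genes at a TPM of at least 1, while at a TPM of at least 10 more passed in monocytes, 1797 against 1542, and with TPM rescaled over protein-coding genes, a setting added after the data were seen, more passed in neutrophils, 11128.5 against 10848.5. At a TPM of at least 1, one of the thresholds the study used to call a gene expressed, 7799 and 7577 protein-coding genes passed in monocytes and 7764 and 7627 in neutrophils, or 7688 ± 157 and 7695.5 ± 96.9. The exact two-sided permutation test gave p = 1, and with 2 libraries a side the smallest p it can give is 0.333. In both libraries of both cell types 6547 genes passed, while 490 passed in the monocyte libraries alone and 469 in the neutrophil libraries alone. Across 43346 genes, which are not independent replicates, Spearman's rho of TPM was 0.911 between the monocyte libraries, 0.913 between the neutrophil libraries and 0.868 to 0.869 between libraries of different types. These 6 correlations describe the libraries and were not tested.

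Over genes as a whole, the 2 monocyte libraries differed from each other more than the 2 neutrophil libraries did, and none was a copy of another. Shares of counts by RNA class went both ways. The SD of the small nuclear RNA share was 1.23% in monocytes and 2.24% in neutrophils, and that of the small nucleolar RNA share 0.379% and 0.156%. A chi-square test over genes gave 44.6 per degree of freedom for monocytes and 26.1 for neutrophils. It takes reads as independent, and reads of 1 amplified fragment cannot be told apart here, so an excess over counting noise was certain. The values therefore only describe the spread. The biological coefficient of variation was 45.6% in the monocyte pair and 14.7% in the neutrophil pair. Of 888 protein-coding genes with 20 to 50 counts in monocyte replicate 1 and little doubt in the read assignment (a posterior SD under 1 count), 193 had 0 counts in monocyte replicate 2, against 5 of 958 in the neutrophil pair. Bounds such as those for Ly6g and Il1f9 count reads, not molecules.

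**Figure D3:**
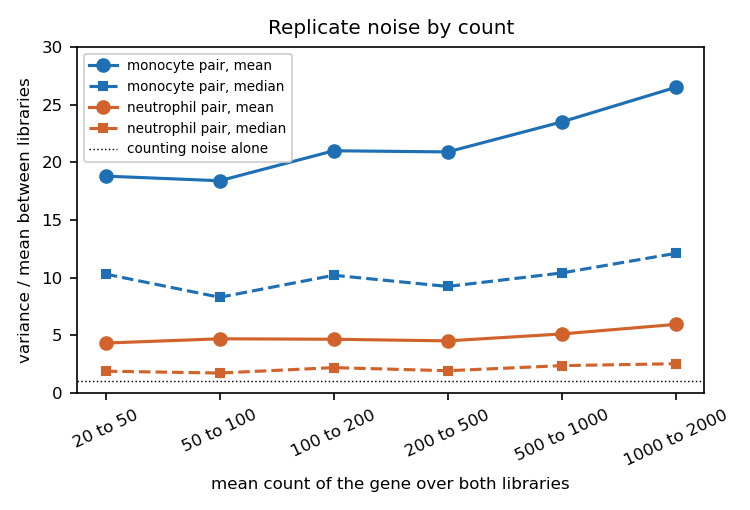
Variance over mean of a gene's counts between the 2 libraries of a cell type (vertical axis, no unit), by the gene's mean count (horizontal axis, counts); solid lines are means over genes, dashed lines medians, and the dotted line at 1 is counting noise alone. Over genes with means of 20 to 2000 counts, the mean ratio was 22.1 in monocytes and 4.9 in neutrophils, and the median ratio 10.1 and 2.1.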

Values the study reported

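The study compared transcript levels across 12 cell types that its laboratories had sequenced by one method. It counted protein-coding genes at several TPM thresholds, the highest of them 10, and placed monocytes and neutrophils below progenitor and megakaryocytic cells and above erythroid cells in the number expressed.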

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

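All the tests of the NK and B cell genes, those of mixed sex and of Xist in male cells, and those of scaling noise and of depth were chosen only after the result was seen. The tests of X-linked relatives and of amplified fragments were written before their values were seen, the latter after the ratio of variance to mean had been. An earlier plan also weighed gene length and class II genes, and its tests of T cells, of the class II source and of thinned counts were dropped before they were run. First tests of NK cells, B cells and mixed sex only restated the pattern and were replaced. Reads were also counted in entries outside the genes compared. The spike-in control entries held 85 and 16 expected counts in monocyte replicates 1 and 2 and 0 in both neutrophil libraries. The entries with numeric identifiers held 70 and 8 counts in the monocyte libraries and 37 and 46 in the neutrophil libraries. These entries took from 9.4e-05% to 0.000594% of a library's counts.

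NK cell genes were higher in the monocyte libraries and B cell genes in the neutrophil libraries, a pair of differences that neither sort label names. A lower purity of 1 kind of library would raise both lists on the same side. Their medians lay 9.14 apart on the log2 scale, on opposite sides of 0. This gap restates the pattern that prompted the test, so it is no separate evidence against lower purity. NK cells collected with the monocytes remain open: of the 19 tested genes of the Klr, Ncr and Gzm families outside the NK list, 94.7% were higher there and 1, Klra17, was higher in neutrophils, Gzma reached 1349 CPM, and 13 of the 14 genes of the list fixed before the data were examined reached a TPM of 1 in both monocyte libraries and 2 in both neutrophil libraries, and while the Gr-1 gate of the labels would be expected to remove most NK cells, the gate in the study's supplement (Ly6g negative, CD11b positive) would not remove those that carry CD11b. B cells in the pellet also remain open, since 100% of the 34 immunoglobulin variable genes called, none of them listed, were higher in neutrophils, Ighm reached 1948 CPM and the pellet was not sorted, although a density gradient would be expected to hold B cells in the mononuclear layer and 14 of the 17 listed genes reached a TPM of 1 in both monocyte libraries too. A candidate explanation for part of the class II difference is the same B cells, and a true difference between the cell types is untested.

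Xist, the RNA of the inactive X chromosome of female cells, had 0 and 0 counts in the monocyte libraries and 5088 and 4878 in the neutrophil libraries, at least 4070-fold more, while genes of the Y chromosome were counted in all 4. X-linked relatives read as Y genes in female mice alone are argued against, since the median posterior coefficient of variation of the read assignment over the Y genes was 0.0%. A pool of female and male cells, which would lower all Y genes by 1 common factor, and Xist made by male neutrophils, which would leave them near 0, cannot be told apart. The log2 fold changes of the 4 Y genes had a median of 0.52 and ran from 0.09 (Kdm5d) to 1.36 (Ddx3y), a spread of 1.28 that meets neither, and the study's methods describe male mice. The labels give no sex, and these genes were chosen after their values were seen.

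The monocyte pair differed more than the neutrophil pair, with biological coefficients of variation of 45.6% and 14.7%. Lower depth is argued against, because the monocyte libraries held 1.22 times the counts of the neutrophil libraries. Differences that grow with expression are argued against too, since the slope of the log2 ratio of variance to mean on log2 mean count was 0.0916 in the monocyte pair (95% bootstrap interval 0.0695 to 0.115), far under the 0.5 set for them. Fragments amplified and then read many times remain a candidate explanation: 21.7% of monocyte genes with 20 to 50 counts in replicate 1 had 0 in replicate 2, against 0.522% in neutrophils. The monocyte libraries also had fewer genes with any count, 14941 and 15088, than the neutrophil libraries, 17987 and 17993.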

How the results depend on the processing

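The fits to protein-coding genes and TPM rescaled over them were chosen only after the data were seen. Of 2084 values of the 132 tested named genes under the alternatives, 1999 stayed on the same side of the threshold. Another 71 lost the call, 14 gained one and 0 reversed a call. Some genes that were not called changed direction: Gm23971, at -0.17 in the main fit, was 0.15 without neutrophil replicate 2. Likewise mt-Atp8, at 0.64 in the main fit, was -0.04 without monocyte replicate 2. No paired analysis was possible because replicate numbers follow deposit order only. The test against a 2-fold change gave 934 genes higher in monocytes and 1055 in neutrophils, all 1989 of them among the main calls in the same direction, by construction a stricter test. Limma gave 2232 genes higher in monocytes and 1801 in neutrophils on log2(TPM + 1), and 2189 and 1688 on log2(TPM + 0.1). Unlike the main fit, both limma fits had more genes higher in monocytes, with fewer genes tested, 9277 against 14309. The median log2 fold change of the genes tested was 0.05 and 0.06 there, -0.06 with edgeR, -0.11 with upper-quartile factors and -0.32 with no filter, but apart from the upper-quartile fit the sets of genes differ, and over the 8470 genes at 10 CPM it was 0.00 with edgeR. Leaving out 1 library gave 1984 to 3987 genes higher in monocytes and 1810 (without neutrophil replicate 1) to 4675 in neutrophils, with the lone library assumed to vary like the other pair. Gene lists called higher in monocytes and in neutrophils, 10 and 7 by camera, were 8 to 10 and 6 to 7 when a library was left out and 16 and 11 by fry, 7 and 5 with log2(TPM + 1), and 9 and 7 with protein-coding genes only. With an estimated correlation they were 0 and 0 by camera, with 2 and 1 at an unadjusted p under 0.05. The smallest adjusted p was then 0.262. For the nonclassical (-0.0731), classical (-0.0199), mature neutrophil (-0.01) and specific and gelatinase granule (-0.0646) lists, the estimated correlation lay under the preset 0.01. Their adjusted p still rose to 0.262, which argues against a higher correlation between genes as the reason in those lists. Some other lists had higher values, such as 0.304 for class II genes and 0.322 for B cell markers. The cause of the rise was not tested. Expressed protein-coding genes numbered 3349.5 in monocytes and 3132 in neutrophils at a TPM of 5, 1797 and 1542 at 10, and 11604 and 11551 at 10 expected counts, thresholds that differ by construction. Rescaling TPM without mitochondrial and the 10 most abundant genes gave 8947 and 8974.5 genes, and rescaling over protein-coding genes 10848.5 and 11128.5, both a little fewer in monocytes. Over genes at a TPM of at least 1 in any library, Spearman's rho was 0.914 within monocytes, 0.942 within neutrophils and 0.713 between, and Pearson's r of log2(TPM + 1) was 0.977, 0.982 and 0.919. Quantile normalisation leaves ranks, and so rho, as they were. The simulations recovered 7.2% of 1.5-fold changes, but the fit to the data called many changes under 2-fold. Of its 6092 called genes, only 1751 higher in monocytes and 2010 higher in neutrophils were at least 2-fold. The simulated recovery therefore does not describe this fit for small changes, and the share of them that was missed is not known.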

Other observations

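The comparisons here were chosen only after the data were seen, though the criteria for the first matched lists and for read sharing were written before their values. Immunoglobulin variable genes, which only B lineage cells rearrange, went the way of the B cell markers: of 127 tested, 34 were higher in neutrophils and 93 were not called. Long noncoding classes had more genes higher in neutrophils than in monocytes, with 69 of 301 lincRNA genes higher there and 25 in monocytes, 66 and 16 of 303 antisense genes, and 89 and 10 of 343 genes awaiting annotation (TEC). Of 536 processed pseudogenes, 64 were higher in monocytes and 46 in neutrophils. Small nucleolar RNA genes held 14.9 ± 3.63% of TPM in monocytes and 5.55 ± 1.39% in neutrophils, while 11 of 130 were higher in monocytes and 12 in neutrophils.

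Fold change followed gene length. The median log2 fold change fell along 5 bins of effective length, from 0.55 under 600 bases through 0.21, -0.06 and -0.13 to -0.30 at 5000 bases or more. Of 10000 random lists matched on length and expression, the respiratory chain's median of 0.90 lay at percentile 99.6 (matched 0.51, 95% range 0.21 to 0.82), and that of the ribosomal proteins, 0.70, at percentile 68.7 (matched 0.67, 0.31 to 0.93). Lysosomal genes at 1.0 (matched 0.16) lay at percentile 99.99, cell cycle genes at 0.65 (matched -0.27) at 99.7 and the 25 interferon genes with a match at -1.25 (matched 0.1) at 0. Ribosomal protein genes with little sharing of reads with pseudogenes, 70 with a posterior coefficient of variation under 2%, had a median of 0.69, and 56 were higher in monocytes.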
